A study of Homo sapiens with 4 samples. Its data were reported in "Identification of a long non-coding RNA regulator of liver carcinoma cell survival" (2021).

How the data were processed

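RNA was measured in HUH7 cells, an established human hepatocellular carcinoma line, grown in standard culture medium with serum. Per the labels, RNA was extracted with a Qiagen RNeasy kit and made into strand-specific libraries after removal of ribosomal RNA with Ribo-Zero. The labels also name the molecule as polyA RNA, which differs from the ribosomal depletion given in the protocol; the depletion is taken here as the method, since the study's methods give it too. The 4 libraries form 1 group, named replicates 1 to 4. The titles carry the letters H and L, which the submitters describe as internal names and not as variables, so the letters entered no comparison except a technical check in the closing section. Nothing in the labels says that the libraries came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.

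The authors deposited FPKM values (fragments scaled by transcript length and by the mapped fragments of the library) for 19835 non-coding transcripts in each of the 4 libraries, with 2 decimals. According to the methods and the submitters' processing notes, reads were aligned with Bowtie 1.01 to transcripts of an Ensembl non-coding annotation on the human build hg19 (GRCh37) and summarised with RSEM 1.2.3. Because coding transcripts were left out of that reference, the FPKM scale is relative to fragments placed on non-coding transcripts. A read of another RNA that shares sequence with a non-coding transcript could also be placed there. RSEM divides reads that match several transcripts by estimation, so values of overlapping isoforms depend on each other. The strand setting of the alignment was not given in the sources used here, so reads from overlapping antisense genes could not be excluded for antisense transcripts. No scaling between libraries is described. The deposited FPKM hold no counts. Nevertheless, low FPKM values multiplied by the effective transcript length (length minus 80 nt, the offset that gave the most whole values) fell on steps. Between 58.1% and 61.4% of low values lay within 0.05 of a whole fragment, a mean of 59.6%. The offset and step sizes were fitted for this share, and the same fit on 20 shuffles of the lengths gave means of 14.3% to 16.4%. The step sizes gave about 4490000, 4850000, 4710000 and 5000000 fragments on non-coding transcripts for replicates 1 to 4. These depths are estimates, since part of the values were not whole, and no count test was run on them.

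Transcript identifiers were matched to the GENCODE annotation, release 44, in its version mapped to GRCh37, which is the same build with newer gene models. In all, 18373 of the 19835 identifiers matched, 11445 with the same version number. The 1462 identifiers without a match are given by identifier alone. Gene symbols, positions and biotypes come from the matched models. Estimated fragments were taken only from transcripts with the same version, because the models of other versions may differ. Overlap with exons of protein-coding transcripts was found with bedtools 2.31.1. Exons found only in other isoforms of coding genes were not counted. Shared sequence was the part of a transcript matched by blastn 2.17.0 over at least 50 nt at 95% identity or more, on the sense strand, to a coding or structural RNA of another locus. It therefore covers neither structural RNAs at a transcript's own locus nor transcripts annotated as lncRNA. Repeated sequence was the percentage of a transcript's sampled 24-mers (1 in 16) that occur at least 10 times in the GRCh37 genome on either strand. Shared and repeated sequence were measured for matched transcripts over 200 nt with a mean of at least 0.1 FPKM.

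For each of 11435 transcripts with a mean of at least 0.1 FPKM, log2(FPKM + 1) was tested against log2(5 + 1) with the one-sample moderated test of limma 3.58.1 with a mean-variance trend, in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The value of 5 FPKM is the level above which the study kept transcripts. Log2 differences are on the log2(FPKM + 1) scale, which understates those of low transcripts. Gene values were the sum of their transcripts, and 7124 genes were tested in the same way. ASTILCS was compared with each other candidate by its log2 ratio within a library and an exact two-sided sign-flip permutation test, which cannot reach 0.05 with 4 libraries. For each gene list, the share of measured members above 5 FPKM was set against that of the other named genes, of 5072 in all, with Fisher's exact test in SciPy 1.17.1, two-sided, adjusted over 13 lists. The 14 lists were fixed before the data were examined. The remaining list held the coding and non-coding neighbours of ASTILCS, and 0 of its 11 members were measured. Of 175 distinct symbols on the lists, 93 had a transcript in the table.

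The transcripts named in the text were set by a rule written before the data were examined: the candidates of the study, the 15 of highest mean, the 15 of highest mean with a known length over 200 nt that are not small structural RNAs, up to 4 highest and 2 lowest members of each list, the 10 with the largest coefficient of variation among those above 5 FPKM, and those above 5 FPKM within 1 Mb of ASTILCS. Others are named as chosen after their values were seen. Not every transcript or gene that the rule takes is reported.

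The limma step was tested on simulated data with the levels and spreads of the real transcripts. Of 200 transcripts moved 1.5-, 2- and 4-fold from the threshold, 48.5%, 80% and 94% were called in the right direction, and 3.5% to 3.75% of 800 transcripts placed at the threshold were called. In a simulated comparison of 2 libraries with 2, 0% of transcripts changed 2-fold and 62.5% of those changed 4-fold were called. Alternatives were other pseudocounts (0.1 and 0.01), no filter or a mean of at least 1 FPKM, dividing each library by 1.76 to 1.97 to a common sum with the threshold left at 5 FPKM, which in effect raises the threshold, median-of-ratios scaling, thresholds of 1 and 10 FPKM, and leaving out each replicate in turn. XIST is reported as a group value. The study's screens and its coding-gene table were not analysed here.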

Results

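Non-coding RNA was measured in HUH7 hepatocellular carcinoma cells in 4 libraries of 1 group, the data from which the study drew the long non-coding RNAs (lncRNAs) for a knockdown screen. With 1 group there was no treated or control arm, and the comparisons were those of transcripts with a threshold of 5 FPKM and with each other. Summed FPKM per library were 1965229, 1755972, 1904926 and 1935247 for replicates 1 to 4. Estimated depths lay between 4490000 and 5000000 fragments on non-coding transcripts. Errors are SD over n = 4 libraries throughout.

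HUH7 cells expressed a broad set of known lncRNAs. Host genes of small nucleolar RNAs stood among the most abundant ones: DANCR, a small nucleolar RNA host gene, had a transcript (ENST00000425653) at 3597 ± 281 FPKM, and SNHG5 one (ENST00000414002) at 3175 ± 303 FPKM. Of 19835 transcripts, 5625 (28.4%) had a mean above 5 FPKM, in at least 3888 matched genes. Their median was 27.3 FPKM and 1097 were above 100 FPKM. At the other end, 7808 transcripts were listed at 0 in all 4 libraries.

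The study kept transcripts above 5 FPKM for its screen. By limma, 4787 of 11435 tested transcripts were above 5 FPKM, 4953 were below it, and 1695 (14.8%) could not be placed, 838 of them with a mean above 5 FPKM. Above the threshold in all 4 libraries were 4865 transcripts, and 6387 were above it in at least 1 library. Of those with a mean above 5 FPKM, 5032 had a matched model over 200 nt, 31 a shorter one and 562 no match. Among the 5032, 3636 shared no exonic base with a protein-coding transcript on either strand, and 574 overlapped a coding exon on the same strand.

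**Figure D1:**
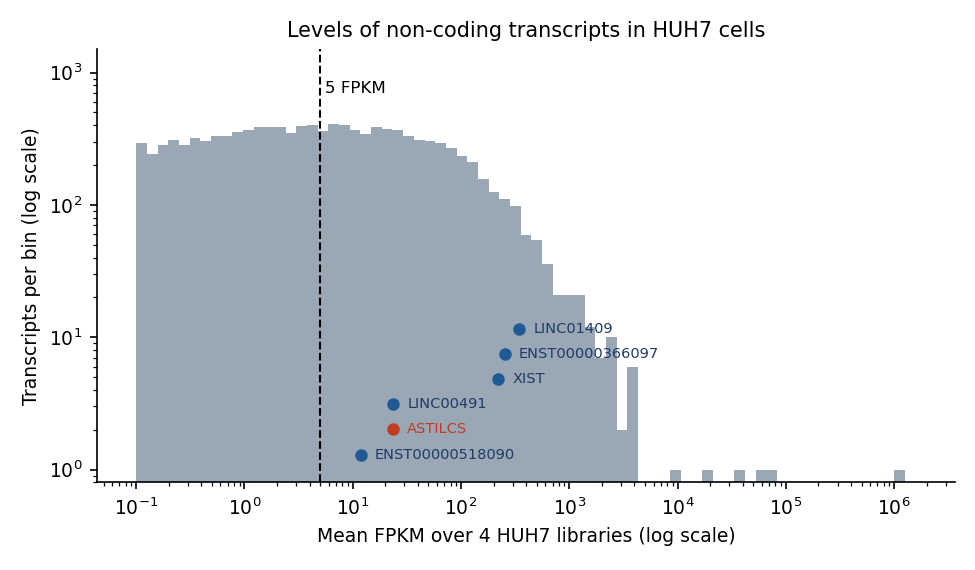
Number of transcripts (y axis, log scale) by mean FPKM over the 4 libraries (x axis, log scale) for the 11435 transcripts with a mean of at least 0.1 FPKM; the dashed line marks 5 FPKM and the points mark the means of 6 candidates at arbitrary heights. ASTILCS (red, 23.5 FPKM) lies below 3 candidates of 220 to 344 FPKM and above ENST00000518090 at 11.8 FPKM.

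Abundance was concentrated in very few transcripts. ENST00000553637, which had no match in the annotation, reached 1177026 ± 113747 FPKM and held 62.3% of the summed mean FPKM, followed by ENST00000517300, also unmatched, at 80473 ± 14496 FPKM. The first of them took 65.6%, 58.1%, 62.2% and 62.7% of summed FPKM in replicates 1 to 4. Its length was unknown, so its share of fragments, which sets how far it lowers other FPKM, was not known. The 10 most abundant transcripts of each library held 69.7% to 75.8% and the 100 most abundant 77.4% to 82.4%. Next was ENST00000554988 (chromosome 14, 638 nt, an lncRNA of ENSG00000259001 opposite exons of PARP2) at 57939 ± 3578 FPKM. ENST00000564138, now annotated as a transcript of PLCG2 with another version, stood at 34255 ± 3754 FPKM, H2BP1, annotated as an lncRNA with 54.1% of its current model shared, mostly with H3-7, at 19750 ± 3173 FPKM and ENST00000541782 (chromosome 12, 248 nt) at 10171 ± 1973 FPKM. A transcript of SNORD3B-1, a U3 small nucleolar RNA gene, had 4197 ± 2422 FPKM, with all of its sequence shared with SNORD3B-2. LINC01641 (chromosome 1, 1971 nt) reached 4019 ± 524 FPKM with no repeated or shared sequence found. Overlap with a structural RNA at the same locus was not tested, so reads of such an RNA could not be excluded for these transcripts.

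By annotated class, 17128 lncRNA transcripts held 25.4 ± 2.53% of summed FPKM and 26.6% of them were above 5 FPKM. Isoforms of coding genes and retained introns (1213 transcripts) held 4.46 ± 0.147%, and 40.3% were above 5 FPKM. The 1462 unmatched transcripts held 69.8 ± 2.63%, most of it ENST00000553637. Among the abundant transcripts with a known length over 200 nt, several shared their sequence with other genes. All of ENST00000578585 (2466 ± 879 FPKM) matched SCD, the stearoyl-CoA desaturase gene, and 73.1% of UGDH-AS1 (2291 ± 422 FPKM) was shared, mostly with KPNA5, while 68.8% was repeated sequence. ENST00000430034 (2107 ± 233 FPKM) lay wholly on exons of IGF2, the insulin-like growth factor 2 gene, on the same strand. LINC00691 (1709 ± 173 FPKM) and ENST00000454312 (1647 ± 130 FPKM) showed no shared sequence and 4.88% and 6.9% repeated sequence.

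Repeated sequence was more frequent in abundant transcripts. Of same-version transcripts over 200 nt, 1.86% of 3328 at 0.1 to 5 FPKM had at least 25% repeated sequence, against 52.1% of 593 above 100 FPKM (95% Wilson intervals 1.46% to 2.38% and 48.1% to 56.1%). Abundant examples were AP006222.2 (3075 ± 143 FPKM, 66.7% repeated) and ENST00000420417 (1901 ± 172 FPKM, 66.7%). The intervals cover counting error only.

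**Figure D2:**
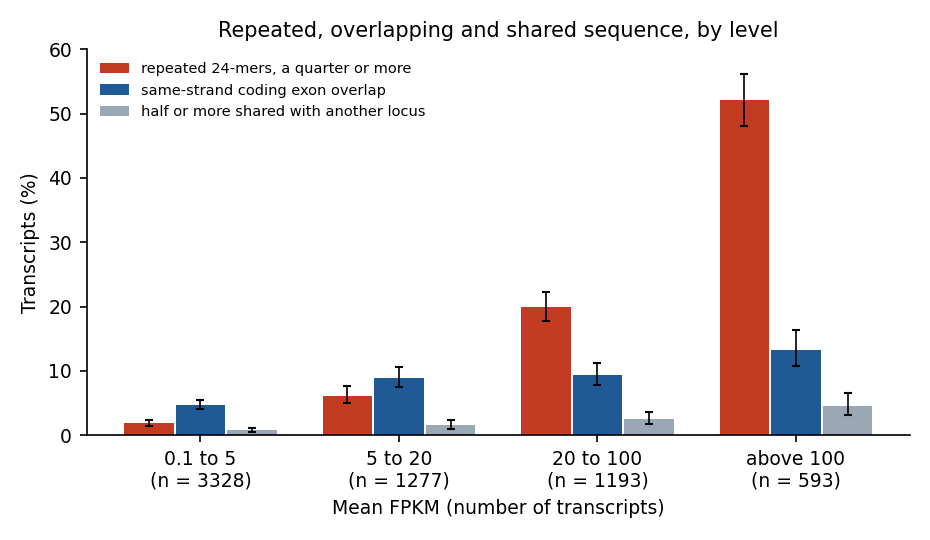
Percentage of same-version transcripts over 200 nt (y axis) in 4 ranges of mean FPKM (x axis, n below each range) with at least 25% repeated 24-mers (red), with same-strand overlap of a coding exon (blue) and with at least 50% of the length shared with another locus (grey); error bars are 95% Wilson intervals. The red bars go from 1.86% to 52.1%, the blue from 4.78% to 13.3% and the grey from 0.781% to 4.55%.

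Some known lncRNA groups had a larger share of members above 5 FPKM than other named genes. The groups were not tested against each other. Members were not matched to other genes for their number of transcripts. With the highest transcript of a gene in place of the sum, 4 lists passed, as with the sum. All 16 measured host genes of small nucleolar RNAs were above 5 FPKM, against 39.8% of other named genes (Fisher's exact test, adjusted p = 5.3e-06). SNHG5 (4286 ± 401 FPKM as a gene), DANCR (3882 ± 322), GAS5 (3584 ± 234) and SNHG3 (2787 ± 361, 25.5% repeated sequence in its main transcript) were highest, and SNHG11 (88.7 ± 10.6) and SNHG14 (13.1 ± 1.0) lowest. By limma all 16 were above the threshold, over all genes and adjusted over the list alone. Of 14 other cancer-associated lncRNAs, 13 had a mean above 5 FPKM (adjusted p = 0.00037), with MALAT1, an abundant nuclear lncRNA, at 1098 ± 298 FPKM, CYTOR at 720 ± 196 and LINC00261 at 377 ± 27.7. By limma 12 of them were above the threshold, also when adjusted over the list alone, though UCA1 (adjusted p = 0.0493) and LINC-ROR (adjusted p = 0.0427) only just. UCA1 has 1 transcript, and the limma test over transcripts did not call the same values (adjusted p = 0.0753). LINC00176 (C20orf204 in the annotation, 6.93 ± 2.60 FPKM) could not be placed, and LINC00974 was listed at 0. All 7 lncRNAs of the p53 and stress responses were above 5 FPKM (adjusted p = 0.00699), among them GAS5, PVT1 (271 ± 26.2), LINC-PINT (198 ± 35.5) and MIR22HG (138 ± 45.5), with PURPL (58.3 ± 8.92, 25.8% repeated sequence in its main transcript) and NEAT1, the scaffold of paraspeckles, (50.8 ± 14.1) lowest. All 7 were called by limma, over all genes and adjusted over the list alone. With a threshold of 1 FPKM all 7 were still above it, but the list no longer passed the test (adjusted p = 0.0771).

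Of 16 microRNA host genes, 12 were above 5 FPKM (adjusted p = 0.0262) and all 12 were called by limma, over all genes and adjusted over the list alone. Among the 12 was MIRLET7BHG (PRR34-AS1 in the annotation, 10.0 ± 5.36 FPKM), with 3.05 FPKM in replicate 3. MIR4435-2HG (654 ± 195 FPKM), DLEU2 (248 ± 18.1), MIR17HG, the host of the miR-17-92 cluster, (163 ± 18.2) and MIR100HG (141 ± 28.8) were highest. The other 4, MIR155HG and MIR31HG among them, were listed at 0. The difference from other genes was lost with a threshold of 1 FPKM (adjusted p = 0.283) or when all 4 libraries had to be above 5 FPKM (adjusted p = 0.0518). Lists share members: 3 of the small nucleolar RNA hosts, 4 of the cancer lncRNAs, 4 of the p53 and stress lncRNAs and 6 of the microRNA hosts stand on another list.

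**Figure D3:**
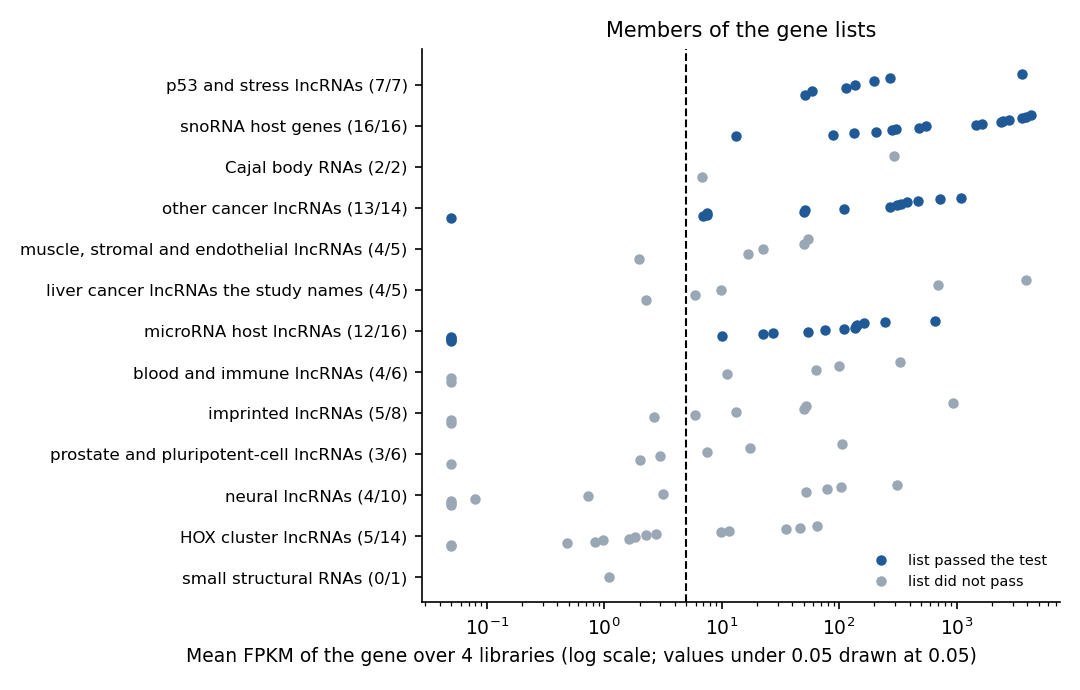
Mean FPKM of each measured gene (x axis, log scale, summed over its transcripts, 4 libraries; values under 0.05 are drawn at 0.05) for the 13 lists with a measured member (y axis, with members above 5 FPKM over members measured). Blue lists differed from other named genes by Fisher's exact test, and the dashed line marks 5 FPKM; all 16 small nucleolar RNA hosts lie to its right.

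For the remaining lists no difference from other named genes could be shown, and with 1 to 14 measured members the smaller lists could hardly or not pass the test. Of the liver cancer lncRNAs that the study names, 4 of 5 had a mean above 5 FPKM (adjusted p = 0.187). DANCR and HULC, a lncRNA first described in liver cancer, (693 ± 64.8 FPKM) were far above the threshold and HOTAIR (9.93 ± 1.28) was also called above it, also when adjusted over the list alone. H19, an imprinted lncRNA of fetal liver, had 5.93 ± 2.38 FPKM and could not be placed, and HOTTIP (2.27 ± 0.923) was below. H19 lay below 5 FPKM in replicates 1 and 3 (3.87 and 3.91) and above it in replicates 2 and 4 (7.52 and 8.40). Of 8 imprinted lncRNAs 5 were above 5 FPKM (adjusted p = 0.404): MEG8 had 941 ± 98.8 FPKM, nearly all in ENST00000443252, a transcript with 57.7% repeated sequence, PWRN1 52.7 ± 16.1 and MEG3 50.6 ± 3.28. MEG9 and PWAR6 were listed at 0. Of 14 lncRNAs of the HOX clusters, the loci of homeobox transcription factors, 5 were above 5 FPKM (adjusted p = 1). HAGLR (64.4 ± 15.9), HOTAIRM1, HOXA-AS2 and HOXC-AS3 (11.5 ± 2.85) were highest, and limma placed 7 members, HOTTIP among them, below the threshold. Both measured Cajal body RNAs had a mean above 5 FPKM (adjusted p = 0.296), SCARNA9 with 292 ± 33.4 and SCARNA22 with 6.85 ± 5.91, the latter not placed by limma. On the list of small structural RNAs only RNU4ATAC, a minor spliceosome RNA, was measured, which had 1.1 ± 2.2 FPKM and lay below the threshold (Fisher's exact adjusted p = 1). Of all 10 measured transcripts annotated as small structural RNAs, most of them outside the list, 8 had a mean above 5 FPKM, SNORD3B-1 among them.

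LncRNAs known from other cell types were also found. Of 10 neural lncRNAs, 4 were above 5 FPKM (adjusted p = 1): DLX6-AS1 with 309 ± 20.9 FPKM, SOX2-OT with 104 ± 34.9, RMST with 78.9 ± 8.61 and PWRN1. MIAT had 3.16 ± 0.824 and MIR9-3HG was listed at 0. Of 6 blood and immune lncRNAs, 4 were above it (adjusted p = 0.366), led by LINC00426 (328 ± 24.7 FPKM) and PCED1B-AS1 (101 ± 18.9), while MIR142HG and MIR155HG were at or near 0. The main transcripts of LINC00426, DLX6-AS1 and PCED1B-AS1 held 37.5%, 21.8% and 21.6% repeated sequence in their current models. Of 5 muscle, stromal and endothelial lncRNAs, 4 were above it (adjusted p = 0.187), the highest MIR503HG (54.1 ± 6.46 FPKM) and MEG3, and 3 of the 5 stand on other lists. MIR133A1HG, a host of muscle microRNAs, had 1.97 ± 3.13 FPKM and lay below the threshold by limma. Of 6 prostate and pluripotent-cell lncRNAs 3 were above it (adjusted p = 0.895), PCAT1 with 107 ± 5.89 FPKM (24.3% repeated sequence in its main transcript), LINC00678 with 17.5 ± 4.99 (27.1%) and LINC-ROR with 7.48 ± 2.29. ESRG had 2.01 ± 0.446 FPKM, and PCGEM1 was listed at 0.

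The 6 lncRNAs reported here, of those that the study took forward from its screen, spanned a wide range of levels. LINC01409 (ENST00000457084) had 344 ± 38.2 FPKM, ENST00000366097 255 ± 11.9 and ENST00000429829, a transcript of XIST, the RNA of X inactivation, 220 ± 77.9. LINC00491 (ENST00000510145) and ASTILCS (ENST00000501440), the transcript the study followed, were close together at 23.6 ± 4.91 and 23.5 ± 3.53 FPKM. ENST00000518090 had 11.8 ± 2.27 FPKM. All 6 were above 5 FPKM by limma in all 4 libraries, with log2 differences from the threshold of 5.84, 5.41, 5.15, 2.01, 2.02 and 1.08 in the order of LINC01409, ENST00000366097, XIST, LINC00491, ASTILCS and ENST00000518090. The adjusted p was 8.1e-12 for LINC01409 and 0.000163 for ENST00000518090, and all 6 passed adjusted over the list alone. The study chose its screen targets on these libraries, so this is not independent evidence of their level. A threshold of 10 FPKM ended the call of ENST00000518090 (adjusted p = 0.257). So did dividing the libraries by 1.76 to 1.97 to a common sum (adjusted p = 0.179), which acts as a higher threshold, while median-of-ratios scaling kept the call (adjusted p = 0.000161). Of all 7 candidates tested, 5 kept their call with a threshold of 10 or after the division.

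**Figure D4:**
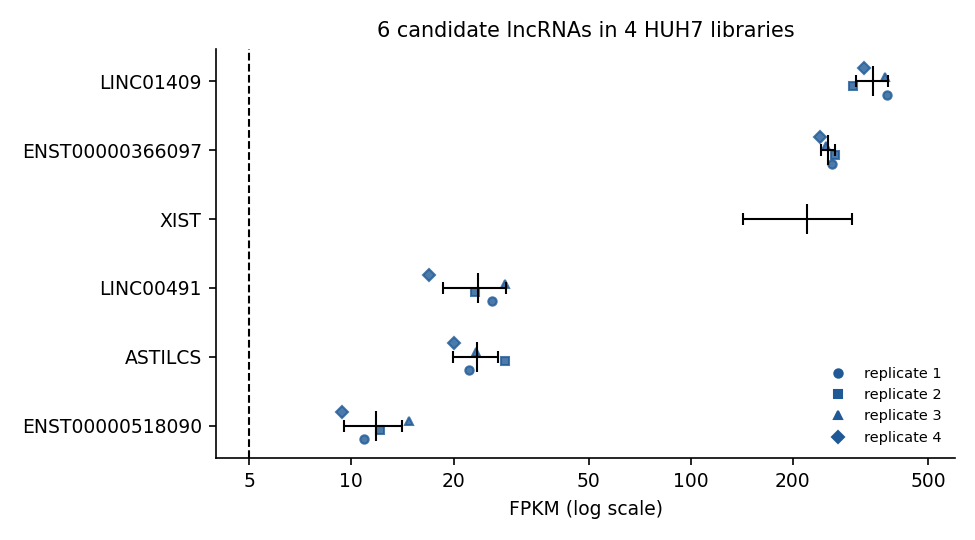
FPKM (x axis, log scale) of 6 candidates (y axis) in the 4 HUH7 libraries; symbols are replicates, vertical ticks means and bars SD (n = 4), XIST is shown as mean and SD alone, and the dashed line marks 5 FPKM. The candidates fell into 3 levels, at 220 to 344, 23.5 to 23.6 and 11.8 FPKM.

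On GRCh37, LINC01409 lies on chromosome 1 at 714162 to 717571 (plus strand, 2 exons, 566 nt) and ENST00000366097 on chromosome 20 at 55689971 to 55697148 (plus strand, 3 exons, 770 nt). LINC00491 lies on chromosome 5 at 101944860 to 102007263 (minus strand, 944 nt) and ENST00000518090 on chromosome 8 at 102151893 to 102153157 (plus strand, 3 exons, 473 nt). XIST spans 73040491 to 73072558 on chromosome X (minus strand), with another version in the reference. None of the 6 shared an exonic base with a protein-coding transcript in this annotation. LINC00491 had 35.4% of its length shared, mostly with CDH8, and 26.9% repeated sequence, ENST00000366097 had 25.0% repeated sequence, and LINC01409 shared 19.8% with SEPTIN7. For ASTILCS no shared and 10.5% repeated sequence was found. Estimated fragments were about 795 per library for LINC01409, 836 for ENST00000366097, 145 for ASTILCS, 96.5 for LINC00491 and 22 for ENST00000518090. Counting error alone would give a coefficient of variation of 8.29% for ASTILCS and 21.3% for ENST00000518090, against 15% and 19.3% observed.

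ASTILCS stood below 3 of the other candidates in all 4 libraries. It was 14.7-fold below LINC01409 (log2 ratio -3.88 ± 0.32), 10.9-fold below ENST00000366097 (-3.45 ± 0.16) and 9.09-fold below XIST (-3.18 ± 0.28). It was 2.0-fold above ENST00000518090 (1.0 ± 0.24) in all 4 libraries. For these 4 comparisons the exact permutation test gave the smallest p it can give with 4 libraries (adjusted p = 0.15), so none could pass 0.05. ASTILCS and LINC00491 differed by less than the spread between replicates (0.01 ± 0.30, exact permutation p = 0.875), with ASTILCS higher in 2 of 4 libraries, and the sign turned without replicate 2 (-0.08) or replicate 4 (-0.07).

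The study describes ASTILCS as relatively low. Its FPKM were 22.3, 28.4, 23.3 and 20.1 in replicates 1 to 4. Among all 19835 transcripts it lay at the 84.5th percentile (median of the libraries, range 84.1 to 85.5), since about 50% of transcripts were at 0. Among those above 5 FPKM it lay at the 45.1th percentile (range 41.9 to 49.9), at 0.828 times their median. Among transcripts above 0 in all 4 libraries it lay at the 62.3th percentile.

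ASTILCS is annotated on chromosome 8 at 142400039 to 142402674 on the minus strand, with exons at 142400039 to 142401251 and 142402508 to 142402674 and a length of 1380 nt. PTP4A3, a protein tyrosine phosphatase gene, lies on the plus strand. Among its protein-coding transcripts, the most upstream exon (142402095 to 142402184) falls inside the intron of ASTILCS. ASTILCS and these transcripts therefore overlap in opposite directions without sharing an exonic base. Within 1 Mb there were 13 other transcripts, of which 3 had a mean above 5 FPKM. ENST00000564464, 882 kb away, had 147 ± 18.5 FPKM with 37.0% repeated sequence. ENST00000517658, 137 kb away, had 7.58 ± 1.97 FPKM with 43.3% repeated sequence and was called above the threshold (limma adjusted p = 0.0481). DENND3-AS1, 262 kb away, had 7.53 ± 4.71 FPKM and could not be placed (limma adjusted p = 0.367).

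**Figure D5:**
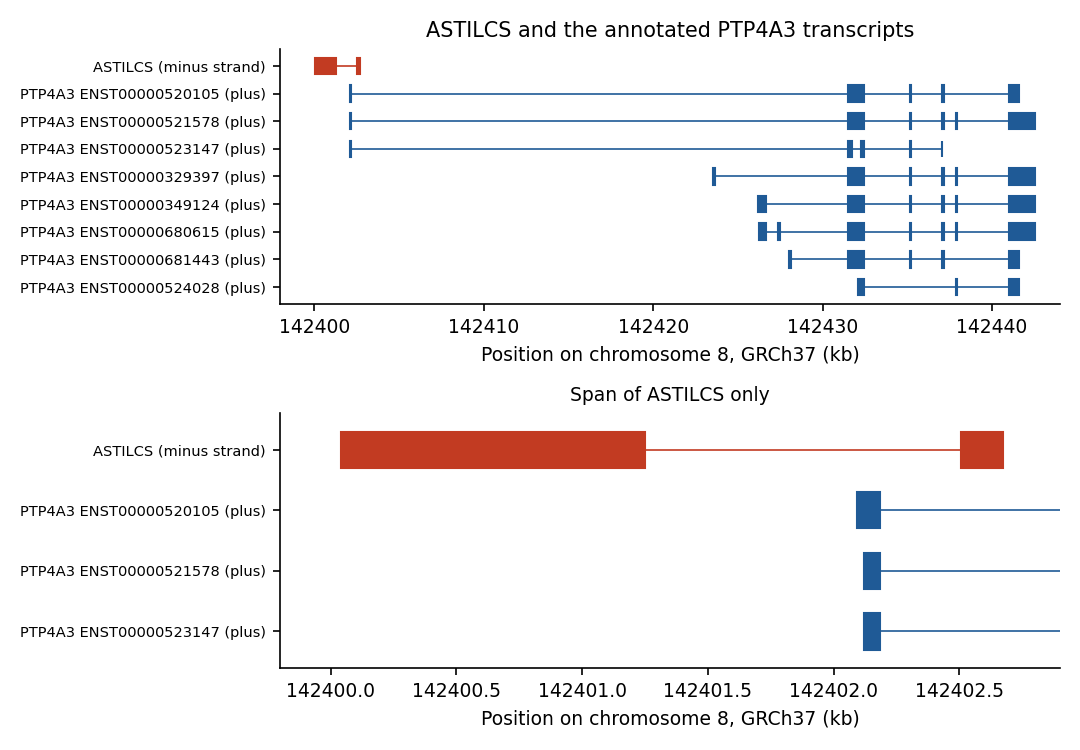
Exons (boxes) and introns (lines) of ASTILCS (red, minus strand) and of the annotated protein-coding PTP4A3 transcripts (blue, plus strand) along chromosome 8 in kb on GRCh37, with the span of ASTILCS enlarged in the lower panel. The first exon of 3 PTP4A3 transcripts, ending at 142402184, sits in the intron of ASTILCS.

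The 4 libraries resembled each other. Across 11435 transcripts, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.955 to 0.958 over the 6 pairs of libraries and Spearman's rho 0.910 to 0.920. Precision depended on the level: the median coefficient of variation was 122% at 0.1 to 1 FPKM, 50.4% at 1 to 5, 25.4% at 5 to 20, 15% at 20 to 100 and 11.3% above 100 FPKM. Around the threshold of 5 FPKM the spread between libraries was thus larger than for DANCR (ENST00000425653, 7.83%) or ENST00000366097 (4.65%).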

Values the study reported

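The study reported 1618 non-coding transcripts above 5 FPKM and over 200 base pairs in HUH7 cells, against which it built a pool of 7873 shRNA vectors. For ASTILCS it gave a level of about 23.5 FPKM.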

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

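The test on the sums of transcripts per gene was chosen after the result was seen and changed after its own values were seen, and the count expected by counting error was added later too. In 11 of 45 named transcripts examined, 1 library lay far from the other 3. For 4 libraries chance alone gives about 1 in 20. However, 10 of the 11 had been named for their large coefficient of variation, so for them the deviation follows from how they were picked. The remaining one was ENST00000581170, an abundant lncRNA with 5725 FPKM in replicate 4 and 3508 to 3822 in the other libraries, a gap to the nearest library of 0.859 of the whole range.

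In 5 transcripts a single library held all of the signal and the gap was 1 times the range: SNORD3C (21.8 FPKM in replicate 3), KIZ (ENST00000423272, 20.3 FPKM in replicate 3) and the unmatched ENST00000441423 (28.3 FPKM in replicate 2), ENST00000455295 (21.7 FPKM in replicate 4) and ENST00000339292 (20.8 FPKM in replicate 1), each listed at 0 elsewhere. LINC00852 (ENST00000475197) had 30.9 FPKM in replicate 1 and 0.38 to 0.60 in the others (0.993). ENST00000439543 had 47.6 FPKM in replicate 1 (0.989), ENST00000521674 had 108 FPKM in replicate 1 (0.975), ENST00000450161 had 42.0 FPKM in replicate 4 (0.975) and ENST00000381475 had 20.2 FPKM in replicate 2 (0.904).

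Such deviations may come from counting error or from the division of reads among transcripts. For the 3 of known length the observed coefficient of variation was 7.18 times (median) that of counting error, with 7.18 for SNORD3C, 3.24 for KIZ and 12.7 for LINC00852, which argues against counting error for them as a set. They had been picked among 5625 transcripts for their spread, so KIZ alone, with about 10.5 fragments, stays open (0.182 such transcripts expected by counting). For the other 7 no length was known, and counting error stays open. All of the sequence of SNORD3C is shared with SNORD3A, so reads of either could be assigned to the other. Among 47 transcripts above 5 FPKM with a coefficient of variation over 100%, 29 lie in 26 genes with more transcripts, where reads lost by one transcript and gained by another would make the variance of the gene sum smaller than the summed variances. That ratio had a median of 1.011 (quartiles 0.141 and 1.72), with 8 genes below 0.5 and 15 above 0.8, and this was the last of 3 forms of the test. The first set the coefficient of variation of the gene against that of the transcript (median ratio 0.113) and would have favoured this explanation, but it was dropped because abundant other transcripts of a gene force that ratio down. The next took the median variance ratio alone and would have argued against the explanation. The need for both quartiles to lie on the same side was added once the median was known, because the genes went both ways. In genes such as SNHG5, where the transcript held 0.158% of the gene, abundant other transcripts set this ratio too, so it decides nothing there and the explanation is left open. No biological explanation was tested.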

How the results depend on the processing

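limma without a mean-variance trend was chosen after seeing the data; the other alternatives were set before. Without it 4823 transcripts were above 5 FPKM. Of all values recomputed under an alternative, 7 lost a call, 7 moved by more than the spread (counts by more than 1.5 times) and 2 turned sign. The mean-based count above 5 FPKM was 8333 with a threshold of 1, 4460 with 10, 4537 after that division and 5632 with median-of-ratios scaling, against 5625. The count of transcripts above 5 FPKM by limma ranged from 3863 (threshold of 10) to 6730 (threshold of 1), and was 4809 with median-of-ratios scaling. It was 3903 after dividing the libraries by 1.76 to 1.97 to a common sum, which follows from the threshold left at 5 FPKM. Leaving out replicates gave 4669 to 4781. The count below it was 12904 with no filter on low values, 1849 with a mean of at least 1 FPKM and 1824 with a threshold of 1, which follows from the number of low transcripts tested or the threshold itself. The percentile of ASTILCS was 62.3 among transcripts above 0 in all libraries, since the zeros were left out. Of list members, 62 were called above 5 FPKM, against 60 with median-of-ratios scaling or without the trend, 59 with no filter and 58 by the highest transcript. The number was 56 with a threshold of 10 or after that division, and 71 with a threshold of 1. With a threshold of 1, 2 gene lists passed, against 4. The median correlation between libraries was 0.888 with a pseudocount of 0.1 and 0.942 for transcripts of at least 5 FPKM; the cause was not tested. Leaving out replicates moved the log2 ratio of ASTILCS to LINC00491 between -0.08 and 0.11, with -0.085 without replicate 2 and -0.070 without replicate 4, and the cause was not tested. Depth limits low transcripts most, as ENST00000518090 rests on about 22 fragments per library. No paired analysis was possible because the libraries form 1 group.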

Other observations

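A few genes outside the rules for naming, picked after their values were seen as the clearest cases, traded transcripts between libraries while the gene stayed level. ENSG00000266268 has a pair of transcripts: ENST00000584204 had 56.1 and 54.8 FPKM in replicates 1 and 3 and was listed at 0 in the others, where ENST00000585028 had 55.0 and 50.4 FPKM. Replicates 1 and 3 carry the L titles, so this switch follows the H and L titles. The coefficient of variation of the gene was 4.62%. TRIM7-AS1 varied by 3.06% as a gene although ENST00000509080 went from 0 to 103 FPKM.

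The number of transcripts over 200 nt with a mean above 5 FPKM was 5032 here. That is higher than the value quoted from the study above, with lengths from a newer annotation than the one the study used. Transcripts with the same version number alone gave 3063, also above the study's value. Only 31 matched transcripts above 5 FPKM were shorter. These values argue against the newer lengths as the cause. A further filter in the study was not tested, as its supplementary list of transcripts and library workflow were not used here.

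The test of repeated sequence was chosen after the tests of shared sequence and coding overlap, and high levels of neural and immune lncRNAs, had been seen; its bound was written before its own value was known, and the extension to other versions was also added later. Transcripts above 100 FPKM may owe part of their level to reads of other RNAs, because the alignment used non-coding transcripts alone. Against transcripts of 0.1 to 5 FPKM, the odds of at least 25% repeated sequence were 57.2 times higher (95% interval 42.2 to 78.4, Fisher's exact test), those of at least 50% of the length shared with another locus 6.05 times (3.37 to 10.9) and those of same-strand overlap with a coding exon 3.06 times (2.27 to 4.10). These rest on 593 of the 1097 transcripts; with current models of other versions included (955, or 87.1%), the ratios were 34.3, 4.62 and 2.76. Short length is argued against, as the median length above 100 FPKM was 1.16 times that of low transcripts. Repeat elements retained in abundant lncRNAs would give the same association, none of the 3 features was found in 36.8% of the 593, and no biological explanation was tested.

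The 4 libraries could also hold structure that the labels do not name. With 2 libraries against 2, the split by the H and L titles gave 549 transcripts at an unadjusted p under 0.05 (limma), fewer than the 769 of the split of replicates 1 and 4 against 2 and 3. After adjustment the 3 splits gave 0 to 2 transcripts each. Some genes named above, picked after their values were seen, stood apart by title. MIR4435-2HG had 844 and 801 FPKM in the L libraries and 472 and 500 in the H libraries. CYTOR (943 and 823 in L against 534 and 579 in H) and MIR22HG were also higher in L. The levels of CYTOR and MIR4435-2HG ran in parallel. Sequence shared between lncRNAs was not measured, so CYTOR and MIR4435-2HG may not be separate examples. LINC00176 was higher in H (8.66 and 9.61 against 5.08 and 4.36), as was H19. PWRN1 instead had 41.6 and 36.1 FPKM in replicates 1 and 4 and 65.5 and 67.5 in 2 and 3. SOX2-OT had 113 and 149 in 1 and 2 and 77.4 and 75.2 in 3 and 4. Median-of-ratios scaling lowered the highest count to 658 and raised that of the H and L split to 639, close to a tie. With a pseudocount of 0.1 these counts were 789 and 593, against 769 and 549 on the deposited FPKM. That gap was slightly smaller than on the deposited FPKM, but not close to a tie. Both the titles and a part set by the most abundant transcript through the FPKM scale therefore stay open. With 3 possible splits, no split can be set apart from chance at 0.05.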
